A study of Zea mays with 56 samples.

How the data were processed

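Mu elements are DNA transposons of maize. MuSeq2 reads the junctions between a Mu end and the genome: sheared DNA is ligated to an adapter and the genomic DNA beside Mu ends is amplified by PCR, per the labels' protocols. The libraries came from W22 maize plants that carry active Mu elements (a Mu-active father crossed to a Mu-inactive mother) and from plants of the Mu-inactive parent, per the labels' design text. Each Mu-active plant had a chip of endosperm taken from the kernel, and the plant grown from that kernel gave leaf, primary root or pollen. Leaf and root DNA was prepared with a kit and endosperm and pollen DNA with a CTAB method, per the labels' protocols, so extraction and tissue differ together except between leaf and root and between endosperm and pollen. Sequencing runs are not given in the sources used here.

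The deposited values are whole-number counts per insertion site, in 1 table for both borders together and 1 table for each border, with 56 library columns each. The aligner, genome build, insertion caller, filters and any collapsing of molecular identifiers are not given in the sources used here. The tables hold 2253850 sites, and 99.9942% of them span 9 bp from border to border. The combined count is the sum of both borders except at 163 sites, where it is 2 times the larger border in every library. The highest position on chromosome 1 is 310879913, past the last gene end of 308332590 in the B73 gene table used here, so that table was not taken to share the build. No gene context was assigned, and the planned share of sites near gene starts was not analysed here.

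The reference level of a library is its median count over the 28 sites with at least 10 counts in each of the 50 undiluted libraries, and relative abundance is a site's count divided by it. A de novo site had at least 1 count, was detected in 1 plant only and was not inherited. An inherited site had a relative abundance of at least 0.1 both in the endosperm and in an embryo-derived library of the plant. The de novo load is the sum of counts at de novo sites divided by the reference level, and abundant sites are those at 0.01 or more. Distinct sites were counted after analytic thinning to the lowest reference level of the libraries compared. Sharing between tissues used the first technical library of a plant and, for plants 61 and 74, the MuKiller-labelled endosperms. Sites were named by a rule: for each tissue the 2 de novo sites of highest relative abundance with at least 10 counts and both borders read, and the 5 bins of 1 Mb with de novo sites in the most plants, ties broken by more sites. These definitions, the tests and most alternatives were set before the data were examined. Alternatives added later are named as such where they appear.

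Technical libraries of a plant were averaged, and plants were the replicates. Tissues were compared with two-sided permutation tests on the difference of means, exact where a group had fewer than 10 plants and otherwise with 100000 permutations, and p was adjusted by Benjamini-Hochberg over the 6 tissue pairs. Mu-inactive leaf was compared on log2((counts + 1) / reference level). The same plant gave several tissues, so the plant was also used as a replicate block in exact sign-flip tests. Over the 13 plants with endosperm and pollen, log2 loads of the same plant had a Pearson r of 0.37 (permutation p = 0.222) and a Spearman rho of 0.36 (permutation p = 0.233), and r was 0.42 without the 2 plants farthest from the median. Over the 6 plants with leaf and pollen, r was 0.29 (exact permutation p = 0.593), rho was 0.14 (exact permutation p = 0.803), and r was 0.45 without the 2 farthest plants. With the 3 relations given later, 5 relations across samples were computed, and the adjusted values cover those 3.

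Reference levels ran from 69 to 80688 counts and 7 undiluted libraries were under 1000. Intervals are 95%: exact Poisson bounds of a site's count, divided by the reference level. The floor is 3 counts over the reference level. PCR counts are not known to be independent molecules, so intervals and floors cover counting error only. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; plots used matplotlib 3.10.9.

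The procedure was tested on simulated data with the real reference levels. In a table of 862637 simulated sites, 100% of 1360 inherited private sites were recovered and 0 other private sites were called inherited. Simulated de novo sites were never shared between tissues or plants, so that 0 was fixed in advance. The simulation could not test sites that recur between plants. Tissue mean loads differed from the simulated value by at most 0.656%. Shares at abundant sites differed by at most 0.0432 percentage points in libraries with a reference level of at least 1000, but by up to 6.55 points over all libraries, so the share is not comparable in shallow libraries. Of 400 null comparisons of 6 against 6 values, 4.75% had p under 0.05. The alternatives tried covered the count minimum, each border table, both borders required, library totals as scale, the inherited and private rules, technical libraries, family, the plant as a block, the abundance threshold and the thinning.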

Results

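MuSeq2 counts were analysed for 56 libraries. The Mu-active libraries came from 15 endosperms, 6 leaves (8 libraries), 6 roots and 14 pollen samples (15 libraries), with 2 further endosperms whose genotype label names MuKiller. Mu-inactive leaf gave 4 libraries from 3 plants, and 6 libraries held Mu-active leaf DNA diluted into Mu-inactive leaf DNA. Total counts ranged from 45730 to 3222143 in endosperm, from 606090 to 1881017 in leaf, from 604168 to 3650060 in root, from 7119 to 745604 in pollen and from 1646591 to 2511743 in Mu-inactive leaf. Reference levels in pollen ranged from 69 to 7022, so that 3 counts were a relative abundance of 0.000427 in the deepest pollen library and 0.0435 in the shallowest.

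The Mu-inactive leaves gave the background of the method. The de novo load was 8.16 ± 2.09 (SD, n = 6) in Mu-active leaf and 0.0584 ± 0.0372 (SD, n = 3) in Mu-inactive leaf. The mean log2 load differed by 7.43 (exact permutation test, two-sided, p = 0.0119, the smallest p that 6 against 3 plants allow). No abundant de novo site was found in Mu-inactive leaf, where the highest relative abundance of a de novo site averaged 0.000155 ± 5.33e-05 (SD, n = 3). When both borders had to be read, all 4 Mu-inactive libraries had 0 de novo counts and each Mu-active leaf library had at least 18105. Against a floor of 3 counts per library the log2 difference was then at least 16.03.

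Whether de novo insertions differ in amount between tissues was asked with the load. It was 7.87 ± 3.33 (SD, n = 15) in endosperm, 2.19 ± 0.786 (SD, n = 6) in root and 13.1 ± 7.52 (SD, n = 14) in pollen. Root was below leaf by 1.93 on the log2 scale (exact permutation test, adjusted p = 0.00433), with all 6 leaves above every root. Endosperm was above root by 1.81 (exact permutation test, adjusted p = 7.74e-05), with all 15 endosperms above every root, and root minus pollen was -2.51 (exact permutation test, adjusted p = 7.74e-05), with all 6 roots below every pollen sample. In these 3 comparisons the unadjusted p was the smallest that the arrangements allow. Endosperm minus pollen was -0.70 (permutation test, adjusted p = 0.00732), with 4 of 15 endosperms below every pollen sample. Endosperm minus leaf, at -0.13 (exact permutation test, adjusted p = 0.638), and leaf minus pollen, at -0.57 (exact permutation test, adjusted p = 0.0737), did not exceed the spread between plants. With at least 2 counts per site the 3 root comparisons stayed past the threshold. Endosperm minus root was then 1.29, leaf minus root 1.35 and root minus pollen -2.04. Requiring at least 5 counts moved them most, to 0.39, 0.81 and -1.33, none past the threshold after adjustment. These calls may therefore rest on sites of few counts. A fixed minimum is a different relative abundance at each depth, so the setting cannot separate this from unequal depth. With at least 5 counts endosperm minus pollen was -0.94 and also not past the threshold. With both borders required, leaf minus root (0.98) and root minus pollen (-1.73) stayed past the threshold and endosperm minus root (0.79) did not. Leaf and root were extracted with the same kit. With the plant as a block, endosperm minus leaf was -0.43, with endosperm lower in each of the 5 plants (exact sign-flip test, p = 0.0625, the smallest that 5 plants allow), so a difference between them is not ruled out. In the same design leaf minus root was 2.32 over 2 plants, endosperm minus root 2.03 over 4 and root minus pollen -2.66 over 3, where exact sign-flip tests cannot go below p = 0.5, p = 0.125 and p = 0.25.

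**Figure D1:**
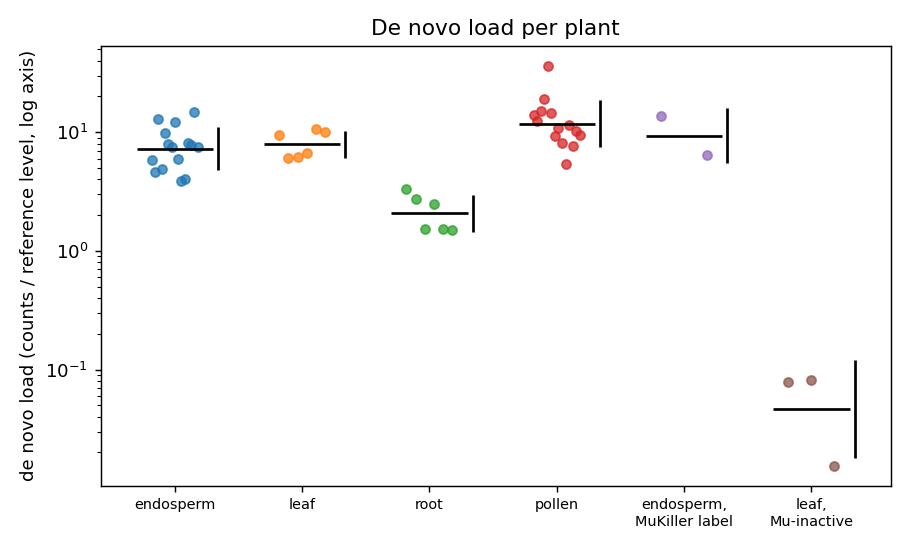
De novo load (counts at de novo sites over the reference level, log axis) of each plant by tissue; points are plants, horizontal lines are means and vertical lines 1 SD, both taken on the log2 scale. The 6 roots lie between 1.51 and 3.35, below all 15 endosperms, and the 3 Mu-inactive leaves lie at 0.0813 or lower.

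The share of load at abundant sites was 3.01% ± 2.27 (SD, n = 15) in endosperm, 8.03% ± 3.32 (SD, n = 6) in leaf, 37.7% ± 14.8 (SD, n = 6) in root and 23.6% ± 23.2 (SD, n = 14) in pollen. Root exceeded leaf (leaf minus root -29.7 percentage points, exact permutation test, adjusted p = 0.00325), with all 6 leaves below every root. Root also exceeded endosperm (endosperm minus root -34.7, exact permutation test, adjusted p = 5.53e-05), with all 15 endosperms below every root. Endosperm was below leaf (-5.03, exact permutation test, adjusted p = 0.00232; 9 of 15 below every leaf) and below pollen (-20.6, permutation test, adjusted p = 5.53e-05; 13 of 15 below every pollen sample). Leaf minus pollen, at -15.5 (exact permutation test, adjusted p = 0.129), and root minus pollen, at 14.2 (exact permutation test, adjusted p = 0.187), did not pass. The number of abundant sites was close in leaf (29.8 ± 14.0, SD, n = 6) and root (29.0 ± 7.80, SD, n = 6), and so was the load at them, 0.690 ± 0.392 and 0.782 ± 0.257. The load at rarer sites was 7.47 ± 1.77 in leaf and 1.41 ± 0.674 in root, so the higher share of root over leaf comes with its lower load at rarer sites and is not a separate difference. Endosperm held 10.8 ± 10.5 abundant sites (SD, n = 15) and a load of 0.266 ± 0.294 at them, below both, and 7.61 ± 3.13 at rarer sites; these parts of the load were taken after seeing the data and not tested. Pollen of plant 79 had a share of 100% because its reference levels of 95.5 and 69 put a single count above the threshold for abundant sites. In an alternative chosen after seeing the data, which kept libraries with a reference level of at least 1000, endosperm minus pollen was -14.0, leaf minus pollen -8.86 and root minus pollen 20.8, all past the threshold after adjustment. With abundant sites at 0.02 or more endosperm minus pollen was -10.7, also past the threshold. With at least 5 counts per site root minus pollen turned to -2.61. With the plant as a block, endosperm minus leaf was -4.15 over 5 plants, endosperm minus root -31.8 over 4 and leaf minus root -46.3 over 2, too few plants for an exact sign-flip test to pass.

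**Figure D2:**
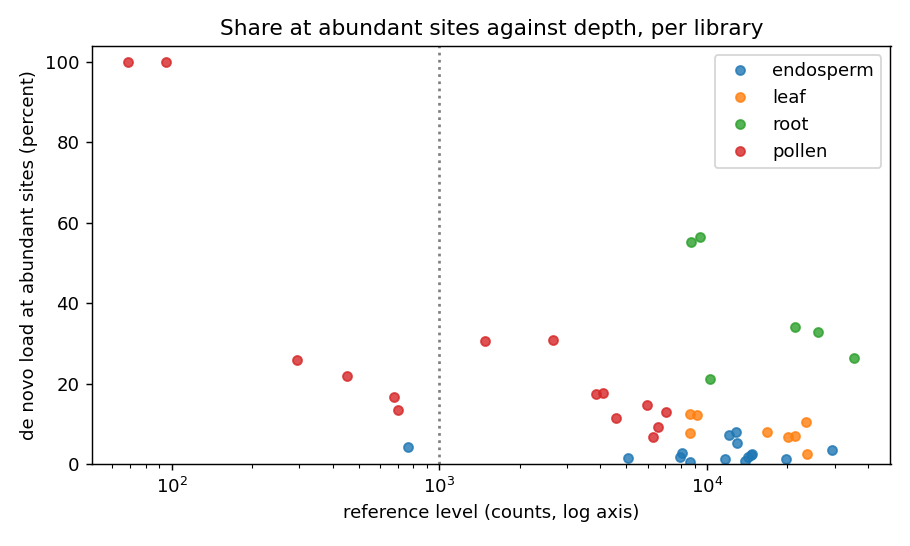
Share of de novo load at abundant sites (percent) against the reference level (counts, log axis) of each library, coloured by tissue; the dotted line marks a reference level of 1000. The 2 shallowest libraries, both pollen of plant 79, are at 100%.

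Depth was made equal by the reference level. At a level of 8618, leaf held 42168.5 ± 9894.7 distinct sites (SD, n = 6) and root 4742.6 ± 2539.8 (SD, n = 6). The log2 difference was 3.31 (exact permutation test, adjusted p = 0.00433), with all 6 leaves above every root. With at least 5 counts it was 1.85 and no longer past the threshold. Other pairs had lower levels: 767.5 for endosperm with leaf or root, and 69 for every pair with pollen. So few counts are left at 69 that the pollen pairs may largely repeat the load. Endosperm minus root was 2.78 and root minus pollen -2.74 (exact permutation tests, adjusted p = 7.74e-05 for both), with all 15 endosperms above and all 6 roots below, respectively. Endosperm minus pollen was -0.52 (permutation test, adjusted p = 0.041), with 3 of 15 endosperms below every pollen sample. Of its 18 alternatives 6 kept this call, and without thinning the sign turned, to 2.11. Thinned to the lowest library total instead, endosperm minus pollen was -0.25 and not past the threshold after adjustment. With the plant as a block it was -0.56 over 13 plants, not past the threshold after adjustment. Endosperm minus leaf was -0.04 (exact permutation test, adjusted p = 0.864) and leaf minus pollen -0.44 (exact permutation test, adjusted p = 0.156). Blocked values for endosperm minus root (2.97, 4 plants), leaf minus root (4.08, 2 plants) and root minus pollen (-2.99, 3 plants) came from too few plants to pass.

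Load-weighted abundance distributions lay 0.563 apart between tissues and 0.454 apart within a tissue, as mean Kolmogorov-Smirnov distances over 41 tissue samples (difference 0.109, permutation p = 3e-05). Along the genome, counts of de novo sites in 2127 bins correlated at a mean Spearman rho of 0.177 within and 0.173 between tissues, with 920 sites drawn per library (permutation p = 0.0592). In deep libraries, an alternative chosen after seeing the data, the difference was 0.00913 and past the threshold. With the plant as a block, also chosen after seeing the data, labels were permuted within plants and pairs from the same plant left out: the distance difference was 0.107, past the threshold, and the correlation difference 0.00449, not past it.

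The scale was checked with inherited sites absent from Mu-inactive leaf. A copy from the father is 1 of 3 genome copies in endosperm and 1 of 2 in leaf, root and pollen pools. The median relative abundance was 0.811 ± 0.295 (SD, n = 15) in endosperm, 0.639 ± 0.0496 (SD, n = 6) in leaf, 0.819 ± 0.122 (SD, n = 6) in root and 0.836 ± 0.143 (SD, n = 14) in pollen. Endosperm was not below leaf (difference 0.17, exact permutation test, adjusted p = 0.364), and single endosperms ranged from 0.339 to 1.5. Leaf was below root (-0.18, exact permutation test, adjusted p = 0.0455) and pollen (-0.20, exact permutation test, adjusted p = 0.0313), with all 6 leaves below the mean of the other tissue in both. With the plant as a block these were -0.11 over 2 plants and -0.14 over 6, neither past the threshold. These values do not follow the dosage, so relative abundances and loads are not given as copies per genome. Across the 15 endosperms the log2 load rose with the log2 abundance of inherited sites (Pearson r = 0.62, permutation p = 0.0131, adjusted over 3 relations p = 0.0394; Spearman rho = 0.67, permutation p = 0.00812; r = 0.56 without the 2 farthest). The load and the abundance of inherited sites are both divided by the same reference level, so a positive r is in part built in. On a scale set by inherited paternal sites, chosen after seeing the data, leaf minus root was 2.28 and past the threshold after adjustment.

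**Figure D3:**
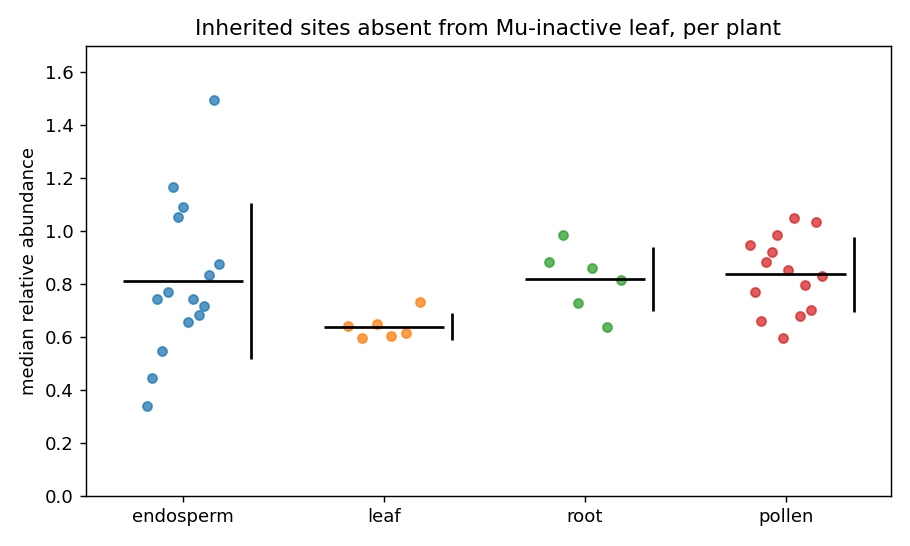
Median relative abundance of inherited sites absent from Mu-inactive leaf, per plant and tissue; horizontal lines are means and vertical lines 1 SD. Endosperm spans 0.339 to 1.5, and leaf has a mean of 0.639.

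Technical libraries of the same sheared DNA had median log2 abundance ratios of 0.02 for leaf 74, 0.09 for leaf 75, 0.00 for Mu-inactive leaf 3 and -0.10 for pollen 79, over sites with at least 10 counts in either library. The SD of the log2 ratio over those sites was 0.73, 0.77, 0.86 and 0.46, respectively. Both libraries detected between 99.7% and 100% of those sites. In the dilution series, leaf 79 gave 25.1%, 5.52% and 2.34% of its undiluted summed abundance at 1 in 3, 1 in 10 and 1 in 30, and leaf 83 gave 19.7%, 5.89% and 1.55%, against 33.3%, 10% and 3.33% by dilution. The sums cover only sites detected in the undiluted library, so sites seen only after dilution are not counted and a shortfall is in part built in. Over sites with at least 10 counts in the undiluted library, leaf 79 gave 50.2%, 11.1% and 4.63% and leaf 83 gave 38.5%, 11.6% and 2.95%. With 2 plants there was no test. Left and right border counts, as log2(count + 1), had a median Pearson r of 0.162 across sites, which are not independent replicates. The median Spearman rho was -0.437. With at least 10 counts r was 0.604 and rho 0.31. A median of 15.6% of sites was read at both borders, and 91.7% with at least 10 counts. A site of 1 count can be read at 1 border only, so the low share and the negative rho are in part built in.

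The share of load also detected in another tissue of the plant, averaged over both directions of a pair, was 2.13% ± 1.93 (SD, n = 7) between embryo-derived tissues and 1.45% ± 0.807 (SD, n = 7) between endosperm and embryo-derived tissues, a difference of 0.676 percentage points within the spread between plants (exact sign-flip test, p = 0.5625; higher in 2 of 7 plants). The higher plants were 74 and 75, the only ones with a leaf and root pair, at 7.38% and 16.3% (mean 11.8%, n = 2). That sharing was one-sided: 14.7% and 32.2% of the root load was found in the leaf, but 0.0547% and 0.356% of the leaf load in the root. The other pairs were lower: leaf and pollen 1.45% ± 0.642 (SD, n = 6), root and pollen 0.211% ± 0.167 (SD, n = 3), endosperm and leaf 2.22% ± 1.12 (SD, n = 6), endosperm and root 1.25% ± 0.983 (SD, n = 6), and endosperm and pollen 0.898% ± 0.476 (SD, n = 14). The difference turned to -0.0657 without the leaf and root pair of plant 75 and to -0.0853 with at least 2 counts in the other tissue. Sites at 0.1 or more in the endosperm and an embryo-derived library were left out as inherited. Sites at 0.1 or more in embryo-derived tissues alone were kept, which can raise only the sharing between embryo-derived tissues. The MuKiller-labelled endosperms had a mean log2 load of 3.22 against 2.86 in the other 15 (difference 0.36, exact permutation test, p = 0.478); without plant 61 the difference was -0.19. All 46 Mu-active undiluted libraries shared most inherited sites with the plant used here, including the 3 whose labels name more than 1 plant. These 3 shared 33 sites (second leaf library of plant 75), 46 (pollen 69) and 35 (pollen 99). The next plant shared 13, 13 and 19, and for pollen 99 it was plant 85. The sites compared here were those at 0.1 or more in a library and absent from Mu-inactive leaf. They were set against the other libraries of each plant, without use of the plant label. Pollen 99 had 40 such sites. It is the only embryo-derived library of plant 99, so its 35 were shared with the endosperm alone.

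The most abundant de novo sites are given by position in the files' own build. In endosperm they lay on chromosome 2 at 55407252 to 55407260 in plant 69 (relative abundance 0.439, 95% interval 0.428 to 0.451) and on chromosome 1 at 72569854 to 72569862 in plant 83 (0.375, 0.364 to 0.385). In leaf both were in plant 74, on chromosome 9 at 2589202 to 2589210 (0.111, 0.104 to 0.118) and on chromosome 6 at 166963081 to 166963089 (0.0998, 0.0934 to 0.106). In root they lay on chromosome 8 at 138007555 to 138007563 in plant 75 (0.217, 0.207 to 0.226) and on chromosome 9 at 148466252 to 148466260 in plant 61 (0.109, 0.105 to 0.113). In pollen they lay on chromosome 7 at 179533765 to 179533773 in plant 69 (1.22, 1.17 to 1.28, with 1338 left and 471 right border counts) and on chromosome 4 at 11001819 to 11001827 in plant 52 (0.681, 0.655 to 0.708). These intervals cover counting error only, and the scale and the border moved most sites beyond them. Over library totals as scale and each border table, chosen after seeing the data, endosperm 69 ranged from 0.307 to 0.512, endosperm 83 from 0.353 to 0.421, leaf 74 from 0.103 to 0.140 on chromosome 9 and from 0.0795 to 0.144 on chromosome 6, root 61 from 0.0665 to 0.113, root 75 from 0.163 to 0.283, pollen 69 from 0.708 to 1.84 and pollen 52 from 0.315 to 0.700. The order of the endosperm sites turned on library totals (0.307 and 0.421) and on the left border (0.342 and 0.353), and that of the leaf sites on the right border (0.140 and 0.144). Inherited sites absent from Mu-inactive leaf had medians of 0.987 in pollen 69 and 0.920 in pollen 52. Both pollen sites counted as de novo because they were under 0.1 in the endosperm. The rule cannot tell such a site from one that reached the embryo alone. The alternative that takes private sites at 0.1 in any library as inherited leaves out every named site above 0.1. De novo sites of all 17 plants fell in 2066 of 2127 bins. The 5 bins with the most sites started on chromosome 6 at 165000001 (3910 sites), chromosome 2 at 5000001 (3767), chromosome 5 at 220000001 (3714), chromosome 6 at 166000001 (3530) and chromosome 5 at 218000001 (3426). These numbers pool plants of different depth. With at least 2 counts, chosen after seeing the data, the same bins held 1209, 1216, 1134, 1069 and 1083 sites, so their order changed.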

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

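The family contrast and the recurrent load were chosen after the data were seen, and the test of carried reads replaced an earlier one, the recurrent load in Mu-inactive leaf, after the value of that one had been seen.

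The most abundant de novo site of root 75, at a relative abundance of 0.217, stood apart from the highest site of the other 5 roots. It was the only value of 13 groups examined that stood apart, and chance marks about 1 in 20. The left border alone gave 0.163 and the right border 0.283. No technical explanation was tested for this single site, and no biological explanation was tested.

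Pollen exceeded endosperm in log2 load by 1.91 in the 2 plants of family ND67 and by 0.526 ± 0.581 (SD, n = 11) in family ND58. The difference of 1.39 was the largest of the 78 splits (exact permutation test, two-sided, p = 0.0128, the smallest possible). Over the 12 ND58 pollen samples load and reference level had a Pearson r of 0.256 (permutation p = 0.423; adjusted over 3 relations p = 0.423; Spearman rho 0.287, permutation p = 0.366; r = 0.332 without the 2 farthest), which decides nothing about depth. Family, sequencing run and depth cannot be told apart with 2 plants, and a family difference stays open.

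Sites found in more than 1 plant are left out of the load, yet they held a load of 12.5 ± 2.81 (SD, n = 6) in Mu-active leaf and 0.0111 ± 0.00447 (SD, n = 3) in Mu-inactive leaf. They were 54.5% of the sites of leaf libraries. Reads carried between libraries would need an abundant source, but 87.8% of the recurrent leaf sites of 1 count had no library of another plant at 10 counts, and 0.543% had a source of 100 counts or more. This argues against carried reads as the whole cause. Leaf sites of 1 count recurred at the exact position in another plant 5.01 times as often as at shifted positions (50.2% against 10.0097%). Independent insertions at preferred positions are a candidate explanation; positions where the method itself makes false junctions would also recur and were not tested.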

How the results depend on the processing

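Of 418 recomputed values, 334 kept their direction and their side of the threshold or stayed within their spread, and 14 changed sign. Some of the 334 could not change, so that number overstates stability. Leaf minus root uses the same libraries in family ND58, with MuKiller endosperms and in deep libraries. Mu-active against Mu-inactive leaf uses the same libraries in ND58. The alternatives that kept recurrent sites, kept only deep libraries (reference level of at least 1000), thinned them, used the paternal scale, or set the inherited threshold for inherited abundance to 0.05, those for named sites and bins, and the plant block for the spectrum and the genome distribution, were chosen after seeing the data. Values are log2 differences for load and distinct sites and percentage points for shares. Unless stated, the cause was not tested. Among the tissue pairs printed here, leaf minus pollen in load and share and the positive values of root minus pollen in share newly passed the threshold. Values that changed sign passed only without thinning. Every other printed pair was no longer past the threshold, also where its value is larger. Mu-active against Mu-inactive leaf kept its call in all 15 alternatives, from 6.18 to 17.6, the highest with both borders required, where every Mu-inactive library was at 0 and the value is set by the added count; the abundance spectrum kept its call in all 5, and endosperm minus pollen in share in all 18. The share of sites near gene starts was not run, for want of an annotation of the build.

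With at least 2 counts, distinct sites gave 0.13 for endosperm minus leaf and -0.42 for endosperm minus pollen. With at least 5 counts, load gave 0.39 for endosperm minus root, -0.94 for endosperm minus pollen, 0.81 for leaf minus root and -1.33 for root minus pollen; share gave -28.7 for leaf minus pollen and -2.61 for root minus pollen; distinct sites gave 1.43, -0.25, 1.85, 0.0582 and -1.09 for endosperm minus root, endosperm minus pollen, leaf minus root, leaf minus pollen and root minus pollen. With both borders required, load gave 0.79 for endosperm minus root, and distinct sites 0.10 for endosperm minus leaf and -0.52 for endosperm minus pollen.

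With library totals as scale, share gave 19.3 for root minus pollen and distinct sites -0.25 for endosperm minus pollen. Thinning to the lowest total (-0.25) is the same calculation for distinct sites. With recurrent sites kept, load gave -0.65 for leaf minus pollen and share 24.4 for root minus pollen. Distinct sites of endosperm minus pollen were -0.49 with first technical libraries, -0.33 in ND58, -0.48 with MuKiller endosperms (endosperm minus leaf then 0.00581), -0.23 in deep libraries and -0.41 on the paternal scale. Deep libraries gave -0.82 for leaf minus pollen in load, and in share -8.86 for leaf minus pollen and 20.8 for root minus pollen; thinned, these shares were -8.71 and 21.4. The abundant threshold of 0.005 gave -19.5 for leaf minus pollen, and 0.02 gave -7.36, with 15.4 for root minus pollen. Without thinning, distinct sites gave 2.11 for endosperm minus pollen, 2.87 for leaf minus pollen and -0.49 for root minus pollen; unequal depth is built into that setting.

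With the plant as a replicate block, load gave 2.03, 2.32 and -2.66 for endosperm minus root, leaf minus root and root minus pollen; share gave -4.15, -31.8 and -46.3 for endosperm minus leaf, endosperm minus root and leaf minus root; distinct sites gave 2.97, -0.56, 4.08, 0.00103 and -2.99 for endosperm minus root, endosperm minus pollen, leaf minus root, leaf minus pollen and root minus pollen; inherited abundance gave 0.14, -0.11 and -0.14 for endosperm minus root, leaf minus root and leaf minus pollen. Pairs with 2 to 5 plants cannot pass in that design, which says nothing about stability. The block changed no other call in load, share, distinct sites and inherited abundance. For the abundance spectrum and the genome distribution it gave 0.107 and 0.00449, with the calls kept.

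Endosperm minus root in inherited abundance was 0.026 in deep libraries. The genome distribution gave 0.00913 in deep libraries (permutation p = 0.00017), past the threshold. MuKiller-labelled endosperms ranged from -0.19 without plant 61 to 0.91 without plant 74. Sharing between tissues was -0.0853 at 2 counts, and from -0.0657 to 1.07 without single plants of a pair, the lowest without the leaf and root pair of plant 75. Dilution sums over sites of at least 10 counts were 50.2%, 11.1% and 4.63% for leaf 79 and 38.5%, 11.6% and 2.95% for leaf 83. Border correlations with at least 10 counts were 0.31 (Spearman) and 0.604 (Pearson). Depth limits pollen most, with 6 of its 15 libraries below a reference level of 1000.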

Other observations

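The values set against explanations of the lower root load were picked only after the results were seen. Of them, the distinct sites, the load and the load at both borders came from planned comparisons, and the paternal scale did not. The tests of the share after thinning, of dosage and of paternal abundance at like depth were also chosen only then. So were those of root load and abundant root sites in the own leaf.

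The lower load of root stood against several technical explanations. Depth is argued against by 3.31 more on the log2 scale for leaf in distinct sites at equal reference level. Thinned to the lowest library total, the difference was also 3.31. Extraction is argued against by the difference of 1.93 between leaf and root, which share a kit, and the reference level by 2.28 on the paternal scale. The background is argued against by the highest Mu-inactive load of 0.0813, far below the gap between leaf and root. Among de novo sites read at both borders the Mu-inactive libraries had 0 counts, and leaf minus root was 0.98 and past the threshold, which argues against false sites read at 1 border as the whole cause. False sites made from Mu-rich template cannot be told apart from rare insertions for sites of few counts. A site of 1 count can be read at 1 border only, and a median of 12.8% of leaf sites was read at both borders. With at least 5 counts leaf minus root was 0.81 and not past the threshold. The share at abundant sites is no separate pattern, because the load at abundant sites was close (0.690 in leaf, 0.782 in root); it stayed after thinning (leaf minus root -30.1 percentage points), which argues against depth here too. Roots 61 and 74 and leaf 74 came from plants whose endosperm label names MuKiller. Roots 63, 65, 69 and 75 came from plants without that label. Their loads of 2.74, 1.53, 2.49 and 1.51 were below the lowest leaf, at 6.05, which argues against MuKiller as the whole cause. A difference between tissues stays open as a hypothesis.

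Inherited paternal sites reached a relative abundance of 1.5 in an endosperm, which dosage forbids. Depth as the whole cause is argued against by 8 endosperms with reference levels from 11689 to 14737, which spread from 0.446 to 1.5 with an SD of 0.349 (0.28 without the highest), against 0.295 over all 15. Those 8 were taken within 0.3 of the median log2 level after the relation with depth had been seen: r with the log2 reference level was 0.528 (permutation p = 0.0531, adjusted p = 0.0797; Spearman rho 0.204, permutation p = 0.467), and -0.101 without 2 samples. A part of the spread from depth is not excluded. Load rose with paternal abundance (r = 0.621), but both are divided by the reference level, so a positive r is in part built in. A shift between reference sites and other Mu sites may also cause such a rise. That shift is only a candidate source of part of the spread of load between endosperms.

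Sharing between leaf and root of plants 74 and 75 could not be separated from recurrence. The lowest share of leaf load in the own root was 0.163 times the highest in another plant's root, but roots differ in depth and the test decides nothing. The test was then repeated in the other direction, after that value had been seen: the own leaf held 30.9% and 32.5% of the root load, against means of 22.5% ± 4.36 and 18.9% ± 6.78 (SD, n = 5) in other plants' leaves. The own leaf was above each of the 5 other leaves for both roots, and the lowest own share was 1.15 times the highest other share. A margin of 3 SD over the other leaves, set after these values were seen, was not reached, so over all sites recurrence and shared descent cannot be told apart.

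Among private sites the own leaf held 14.7% and 32.2% of the root load of plants 74 and 75, and the own endosperm 0.385% and 0.763%. By number of sites the leaf held 2.23 and 2.65 times as many as the endosperm, against 1.27 and 3.24 times as many sites in the leaf library, so the number of sites exceeded that ratio in plant 74 and not in plant 75. Of the abundant root sites 12 of 52 were found in the own leaf and 0 of 52 in the own endosperm. An exact binomial test against the site numbers of the libraries gave p = 0.00831, but these sites were picked because they carried the excess in load, so it decides nothing about recurrence. Of the 12, 10 had 1 count in the leaf, and at 5 counts or more 0 were found. Reads carried from the root library into the leaf library could leave such single counts, and so could recurrence or shared descent with rare cells in the leaf. These cannot be told apart, and shared descent stays a hypothesis.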
